A study of Mus musculus with 6 samples. Its data were reported in "IRF4 in Skeletal Muscle Regulates Exercise Capacity via PTG/Glycogen Pathway" (2020).

How the data were processed

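Gastrocnemius muscle of male mice was profiled by RNA-seq in 6 libraries, 3 from mice with muscle-specific loss of IRF4 (MI4KO) and 3 from mice with muscle-specific overexpression of IRF4 (MI4OE). The labels put every library on a high fat diet, whereas the study describes its mice on chow and its high-fat work as unfinished. The diet behind these values is therefore in doubt. The groups were taken from the genotype label alone. Replicate numbers follow the order of deposition and pair no libraries. No wild-type or flox gastrocnemius was analysed here, so each difference is between a knockout and an overexpressor.

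Per the labels and the study's methods, stranded libraries enriched for mRNA were mapped by the authors to a UCSC transcript set with Bowtie2 and quantified with RSEM. The genome build was not stated, so no coordinates are given. The deposited expected counts are RSEM estimates per gene and per transcript, not normalized, and need not be whole. RSEM shares a read among transcripts it matches, which makes near-identical genes uncertain. The deposited TPM values are RSEM's length-adjusted transcript abundances. The authors also deposited a table of all genes with a signed fold change, a score in which a decrease is written as a negative number, with p-values and false discovery rates from edgeR. Its signal columns, deposited by the authors, are expected counts scaled to the TMM-adjusted library size, as CPM. Which edgeR test the authors ran was not stated. The 6 library columns of a shorter deposited table were not used. The count table and the single-library files held the same counts, with 0 genes differing in each library.

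Expected counts were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr at its minimum count of 10 and minimum total count of 15, which left 12660 of 24054 genes. TMM factors were used for scaling, and CPM values were computed with the TMM-scaled library sizes. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested, at an adjusted p of 0.05. Standard errors of log2 fold changes were back-calculated as the absolute log2 fold change over the square root of the F statistic. They are approximate, above all where 1 group has almost no counts. The study's own criterion of 1.5-fold and an unadjusted p of 0.05 was applied to the same fit. The function was run at its default settings, as the design names no others. A fit with bias-adjusted deviances was added after the data were seen, and both results were known when the default was kept.

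Gene lists for glycogen metabolism, branched-chain amino acid (BCAA) metabolism, slow fibres, fast fibres and the interferon response were tested with fry from limma 3.58.1, adjusted over the 5 lists. The slow-fibre list was written after the study's supplementary gene table had been read. Lists for adipocytes, erythrocytes, macrophages, endothelium, fibroblasts, Schwann cells, hepatocytes and denervation served as tissue checks. A list of glucocorticoid and fasting response genes was added after Ppp1r3c and Foxo1 had been seen, and some of its members had been seen among the strongest genes. The tests, groups and alternatives, and the other lists, were fixed before the data were examined. Genes were named by a rule fixed at that point: Irf4, Gt(ROSA)26Sor, the listed genes, Foxo1, Nnmt, Mstn, Hif1a, Foxa2, Srebf1, Mtor and Rps6kb1, and up to 5 genes per direction with an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between groups. Setd5, Thumpd3, Lancl1, Hist1h2bl and Ucp1 were chosen after their values were seen.

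The alternatives were no filter, a mean CPM of at least 1, RLE factors, total counts without TMM, TMM without the 100 most abundant genes, DESeq2 1.42.0, edgeR's exact test, limma on log2(TPM + 1) and log2(TPM + 0.1), camera with a preset correlation of 0.01, and fits without each library in turn. The tests were checked on simulated counts for 12660 genes, of which 200 were changed. The quasi-likelihood test called 66 of 97 genes changed by 4-fold, 8 of 103 changed by 2-fold and 6 unchanged genes. The exact test called 81, 28 and 24. With 3 libraries per group an exact permutation test cannot give a p below 0.1. Neighbouring genes were taken from the RefSeq annotation of GRCm38.p6, used only for gene order, in which 94.6% of the tested genes were placed. Confidence intervals are exact Clopper-Pearson intervals at 95% and, like the floor of 3 counts, cover counting error only.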

Results

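The libraries compared gastrocnemius muscle without IRF4 and with an excess of it. Total expected counts were 28284022, 24500828 and 29239585 in MI4KO replicates 1, 2 and 3, and 18828605, 28689342 and 22152866 in MI4OE replicates 1, 2 and 3. The 10 most abundant genes took 25.5% of the counts in MI4OE replicate 1 and between 32.8% and 36.8% in the other libraries. A floor of 3 counts corresponded to 0.101 to 0.148 CPM. Spearman correlations between libraries ran from 0.946 to 0.985 within groups and from 0.930 to 0.983 between groups, and no pair agreed within sampling noise. The labels gave no batch.

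The manipulated gene was examined first. Irf4 had 6, 0 and 2 counts in the MI4KO libraries and 2864, 10557 and 5911 counts in the MI4OE libraries. Its level was 0.104 ± 0.127 CPM (SD, n = 3) in MI4KO and 257 ± 114 CPM (SD, n = 3) in MI4OE. The log2 fold change was 11.24 with a standard error of 0.78 and an adjusted p of 0.0055 by edgeR's quasi-likelihood test. The fitted value depends on the offset added to the near-absent MI4KO counts, and it was 6.37 with limma on log2(TPM + 1). Without MI4KO replicate 1 the log2 fold change was 12.61 and the adjusted p was 0.0587. Gt(ROSA)26Sor, the gene at the locus that carries the Irf4 transgene, rose from 0.665 ± 0.143 CPM (SD, n = 3) to 75.7 ± 10.02 CPM (SD, n = 3). Its log2 fold change was 6.83 with a standard error of 0.24 and an adjusted p of 7.6e-05.

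**Figure D1:**
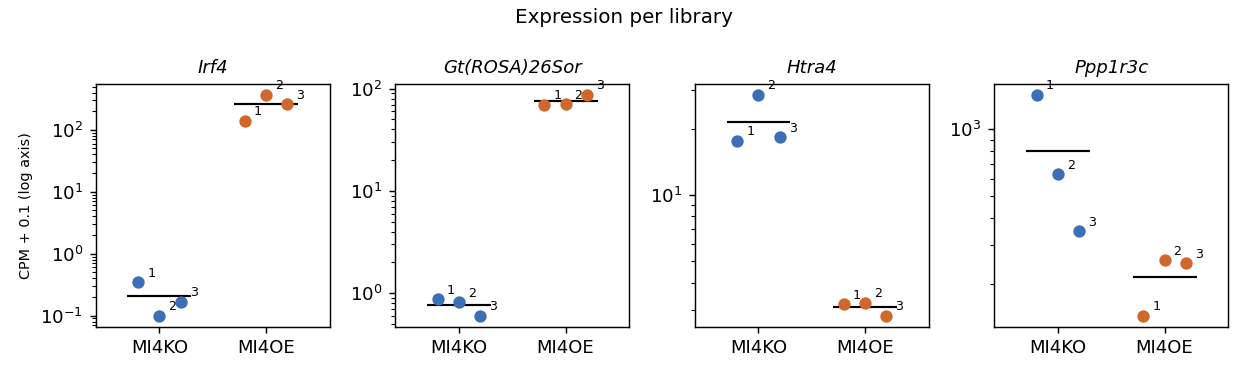
Each point is the CPM of 1 library plus 0.1 on a log axis for 4 genes, numbered by replicate, and black lines are group means. Irf4 and Gt(ROSA)26Sor were higher and Htra4 was lower in each MI4OE library than in each MI4KO library, and Ppp1r3c spread from 347 to 1434 CPM among the MI4KO libraries.

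Of 12660 genes tested, 3 differed at an adjusted p under 0.05. They were Irf4, Gt(ROSA)26Sor and Htra4. Htra4 fell from 21.5 ± 6.10 CPM (SD, n = 3) to 2.99 ± 0.223 CPM (SD, n = 3), with a log2 fold change of -2.84, a standard error of 0.24 and an adjusted p of 0.0158. The count was 152 with edgeR's exact test, the alternative that moved it most. An unadjusted p under 0.05 was reached by 959 genes, or 7.58% of those tested, where chance gives 5%. The groups did not overlap in 1628 genes, or 12.9%, where chance gives 10%. Both chance shares are averages, and genes that vary together can move a share away from them. A grouping that mixed the genotypes gave 1198 genes at 1.5-fold and an unadjusted p under 0.05, against 841 in the real one. No excess over chance is therefore claimed.

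By the study's criterion of 1.5-fold and an unadjusted p under 0.05, 841 genes differed, 552 higher and 289 lower in MI4OE. The count rose to 1314 without MI4OE replicate 2. Without MI4KO replicate 1 it was 628, and the balance changed to 298 higher and 330 lower. The authors' deposited table of all genes held 1547 genes at these thresholds. Those of them with at least 1 CPM in at least 3 libraries made up the authors' deposited shorter table, where 560 genes were higher and 312 were lower in MI4OE. In the authors' deposited table the sign of the fold change followed the group means for each gene of the shorter one. The shorter deposited table and the 841 genes shared 639, all 639 in the same direction.

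The study used this comparison to look for molecular changes that follow IRF4 in muscle. It singled out a glycogen gene among those changed both here and in its soleus comparison of MI4KO with flox mice. Ppp1r3c, which encodes the glycogen-targeting subunit PTG of protein phosphatase 1, was at 1434, 627 and 347 CPM in MI4KO replicates 1, 2 and 3. It was at 145, 258 and 249 CPM in the MI4OE replicates. The log2 fold change was -1.89 with a standard error of 0.51. Ppp1r3c met the study's criterion, being 3.70-fold lower with an unadjusted edgeR p of 0.00688, but its adjusted p of 0.512 did not pass the threshold over all genes. The adjusted p was 0.0139 with DESeq2 and 0.0104 with edgeR's exact test, and ran from 0.0104 to 0.912 over the 16 alternatives. The unadjusted p moved less, from 5.6e-05 with the exact test to 0.0201 with the quasi-likelihood test without MI4OE replicate 1. Ppp1r3c therefore met the study's criterion in each alternative. The groups did not overlap, and a two-sided exact permutation test gave p = 0.1, the smallest this design allows. Without MI4KO replicate 1 the log2 fold change was -1.17. The authors' deposited table gave Ppp1r3c a false discovery rate of 0.0288. Ppp1r3a, the other muscle glycogen-targeting subunit, had a log2 fold change of -0.41 and an adjusted p of 0.873, and Gys1, muscle glycogen synthase, had -0.05 and 0.965.

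The glycogen metabolism list had a median log2 fold change of -0.24 over 27 tested genes, 23 of them lower in MI4OE. Its median was -0.15 without MI4KO replicate 2. Its fry p was 0.127 and its adjusted p was 0.394. The BCAA metabolism list had a median of -0.05 over 24 genes, and it ran from -0.12 without MI4KO replicate 2 to 0.0016 without MI4OE replicate 2. The slow-fibre list had a median of 5.14 over 11 genes, all 11 higher in MI4OE, and 1.83 without MI4OE replicate 1. The fast-fibre list had a median of -0.32 over 13 genes, 12 of them lower, -0.11 without MI4KO replicate 1 and -0.50 without MI4OE replicate 2. The interferon response list had a median of -0.59 over 22 genes, all 22 lower, -1.02 without MI4KO replicate 1, -0.92 without MI4OE replicate 1 and -0.19 without MI4KO replicate 3. The adjusted fry p was 0.394 for each of the 5 lists. For the interferon response list it was 0.0535 without MI4KO replicate 1 and 0.788 without MI4KO replicate 3. In each of these 5 lists 0 genes passed, both adjusted over the list alone and over all genes tested. An unadjusted p under 0.05 was reached by 2 glycogen, 0 BCAA, 8 slow-fibre, 0 fast-fibre and 2 interferon response genes. With camera, 4 of the 5 lists passed, and 0 of these 4 calls held under fry.

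**Figure D2:**
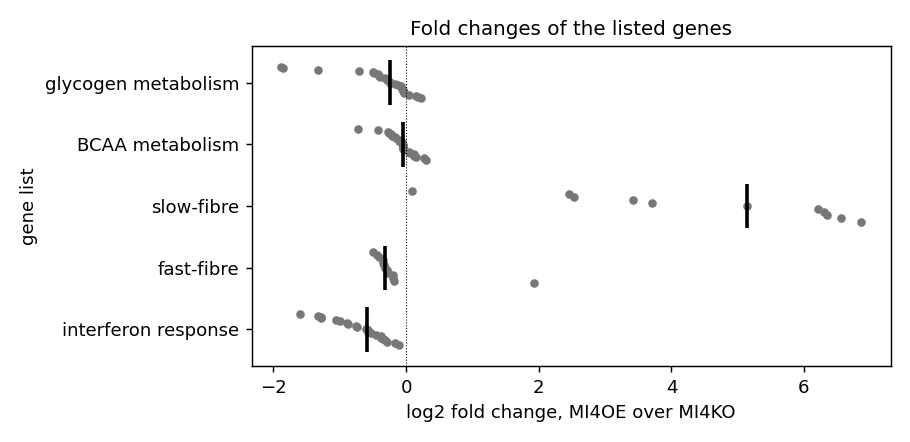
Each grey point is the log2 fold change of 1 gene, MI4OE over MI4KO, in 5 gene lists, and black bars are list medians. The slow-fibre genes reached 6.87 and had a median of 5.14, while the other medians lay between -0.59 and -0.05.

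The slow-fibre genes varied widely within MI4OE. Myh7, the slow myosin heavy chain, was at 1603, 0.280 and 162 CPM in MI4OE replicates 1, 2 and 3, and at 0.205, 20.5 and 1.04 CPM in the MI4KO replicates. Its adjusted p was 0.626. Most adipocyte genes were lower in MI4OE, with a list median of -3.53 over 15 genes, 12 lower and 3 higher, and a fry p of 0.0551. The 3 higher genes were Lpl, Pnpla2 and Acsl1. Adipoq was at 9.58, 17.7 and 81.4 CPM in MI4KO and at 0.886, 5.94 and 1.37 CPM in MI4OE, with an adjusted p of 0.503. With edgeR's exact test the adjusted p of Adipoq was 4.9e-04, and it ran from there to 0.912 over the 16 alternatives.

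**Figure D3:**
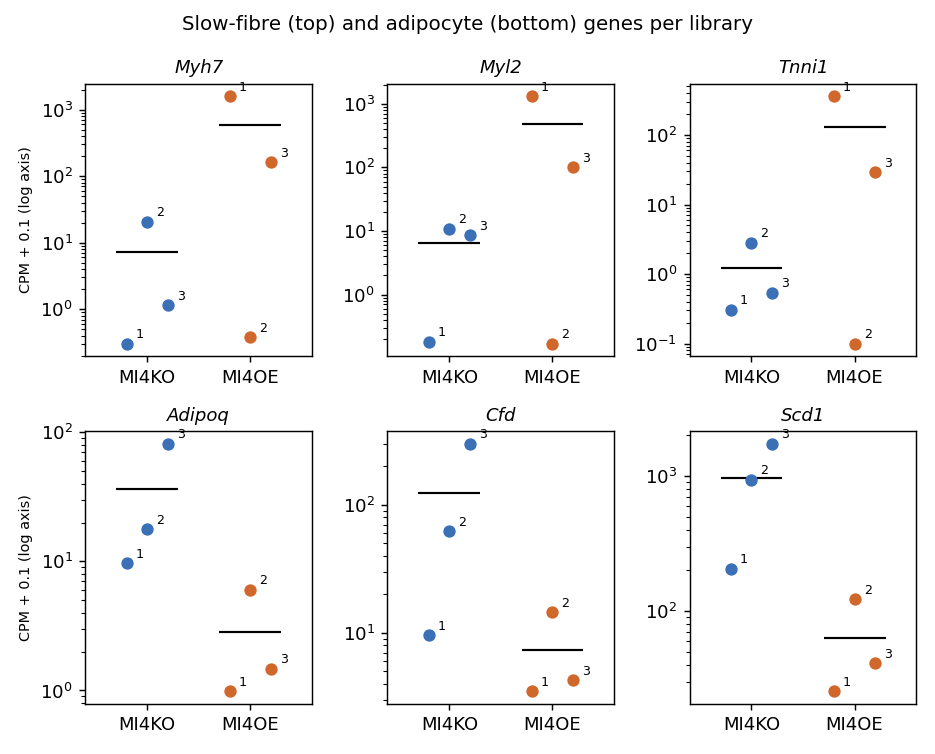
Each point is the CPM of 1 library plus 0.1 on a log axis for 3 slow-fibre and 3 adipocyte genes, numbered by replicate, with black lines at group means. MI4OE replicate 1 held 1603 CPM of Myh7 and MI4OE replicate 2 held 0.280 CPM.

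Among other genes that the study discussed, Foxo1 was at 110 CPM in MI4KO replicate 1 and between 19.7 and 26.1 CPM in the other 5 libraries. Its log2 fold change of -1.04 became 0.28 without that library. Nnmt had a log2 fold change of -1.82 with an adjusted p of 0.545, and -0.96 without MI4KO replicate 3. The study listed Foxo1 and Nnmt among the genes changed in both of its muscles. By its criterion Nnmt differed here, being 3.53-fold lower with an unadjusted quasi-likelihood p of 0.0133, whereas Foxo1 did not, with 0.147. Adjusted p was 0.846 for Mstn, 0.977 for Hif1a, 0.901 for Srebf1, 0.997 for Mtor and 0.709 for Rps6kb1. These are mRNA tests of MI4OE against MI4KO. The study's mTOR result was protein phosphorylation in MI4KO muscle, which mRNA levels do not address. Its statements on myostatin and HIF1 compared MI4KO with control mice. Foxa2 had 0 counts in each library, which allows up to 0.148 CPM.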

Values the study reported

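The study reported 872 genes that differed between gastrocnemius of MI4OE and MI4KO mice by 1.5-fold or more with p under 0.05. It gave 312 of them as upregulated and 560 as downregulated with IRF4 overexpression.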

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

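The test in this part was chosen after the result was seen. The transcript-level estimates, which enter no comparison above, showed transcript NR_027009 of Gt(ROSA)26Sor at a mean of 862 counts in MI4OE (864, 811 and 912 in replicates 1, 2 and 3) and at 0 counts in each MI4KO library. It made up 60.8%, 40.5% and 46.2% of the gene's counts in the MI4OE libraries. The MI4KO libraries held 19, 18 and 15 counts of the gene, so low depth was tested as the reason for the absence. The 0 of 52 pooled MI4KO counts allow a share of at most 6.85% (exact Clopper-Pearson), below the lowest MI4OE share of 40.5%, which argues against low depth. RSEM divides reads among overlapping transcripts, and an altered locus can shift that division, which was not tested. The transgene sits at this locus, and transcription driven by it remains an open, untested explanation.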

How the results depend on the processing

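Gt(ROSA)26Sor kept its direction and its side of the threshold in all 16 alternatives, and Irf4 in 15 of 16. The log2 fold change of Irf4 was 9.38 with limma on log2(TPM + 0.1) and 6.37 on log2(TPM + 1), since an offset weighs heavily on the 6, 0 and 2 counts in MI4KO. It ran from 10.69 to 12.61 across the 6 fits that each left out 1 library, and it fell short of the threshold without MI4KO replicate 1, where fewer samples were tested. No paired analysis was possible because the replicate numbers only follow the order of deposition.

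The choice of test moved the number of genes with an adjusted p under 0.05 from 3 to 111 with the DESeq2 Wald test and 152 with edgeR's exact test, and all 3 genes were among both. Leaving out 1 library gave 1 to 4 genes, with 1 gene without MI4KO replicate 1. With total counts and no TMM, 2 genes passed, 2 higher and 0 lower, against 2 higher and 1 lower. In the simulation the exact test made 24 false calls and the quasi-likelihood test 6. The exact test also found more true changes, 81 against 66 at 4-fold and 28 against 8 at 2-fold. Genes were simulated independently of each other, so the simulation cannot show which count here is right. The added fit with bias-adjusted deviances, chosen after the data were seen, gave 4 genes and 867 at 1.5-fold. Htra4 lost significance in 7 of 16 alternatives.

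The 841 genes at 1.5-fold became 468 with limma on log2(TPM + 1), and 590 to 1314 across the fits that left out 1 library. The highest was without MI4OE replicate 2, and the cause was not tested.

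Ppp1r3c passed the threshold with DESeq2 (-1.90, adjusted p 0.0139) and the exact test (-1.89, adjusted p 0.0104). Over its 16 alternatives the adjusted p ran from 0.0104 to 0.912. The direction was the same in each, and each met the study's criterion of 1.5-fold and an unadjusted p under 0.05. Lancl1 passed with DESeq2 (adjusted p 9.7e-05) and the exact test (0.0072), as did Setd5 (0.0093 and 0.0126). Adipoq passed with the exact test (4.9e-04) and not with DESeq2 (0.0844). Hist1h2bl passed in 7 of 16 alternatives. Foxo1 ran from -1.44 to 0.28 across the fits that left out 1 library, and reversed without MI4KO replicate 1.

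Camera, which presets the correlation between genes, moved 4 lists past the threshold at unchanged medians: glycogen metabolism at -0.24, slow-fibre at 5.14, fast-fibre at -0.32 and interferon response at -0.59. With limma on log2(TPM + 1) the slow-fibre median was 2.39 and the interferon response median was -0.24. On log2(TPM + 0.1) these medians were 2.32 and -0.36. The BCAA median reversed to 0.033 with total counts only, 0.0148 with limma on log2(TPM + 1) and 0.0155 on log2(TPM + 0.1). These settings moved the median of all tested genes to 0.0896, 0.0426 and 0.0612, so the list stayed below that median in each and the change of sign came with the common shift. The BCAA median ran from -0.12 to 0.0016 across the fits without 1 library. No alternative gave it a call.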

Other observations

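The tests in this part were chosen after the result was seen, except the test of transcript length and the counts over other splits of the libraries.

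The number of genes higher in MI4OE at 1.5-fold and an unadjusted p under 0.05 was 552. That is higher than the number of upregulated genes quoted from the study above. The number of genes lower in MI4OE was 289. That is lower than the number of downregulated genes quoted from the study above. The authors' deposited table held 560 genes higher and 312 lower in MI4OE, the same direction as here and the opposite of the direction quoted above. Why the quoted direction differs from that table was not tested.

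Of the 10 splits of the 6 libraries into groups of 3, 3 gave at least as many genes at 1.5-fold and an unadjusted p under 0.05 as the real one, itself included. The other splits gave up to 1198 genes. For genes with an adjusted p under 0.05, 1 of the 10 splits, the real one, gave as many. A share under 0.1 is impossible with 10 splits, so neither count can be told apart from chance by this test.

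Among the calls at 1.5-fold and an unadjusted p under 0.05, more genes were higher than lower in MI4OE. At these thresholds it also held with the exact test, with 706 higher and 360 lower, and with DESeq2, with 617 and 348. At an adjusted p under 0.05 it held neither with the exact test, with 65 higher and 87 lower, nor with DESeq2, with 50 and 61. Without MI4OE replicate 1 the calls were 305 higher and 285 lower, and without MI4KO replicate 1 they were 298 and 330, so the imbalance rests on those libraries. By transcript length, 57.6% of the calls were higher among genes with the shortest transcripts and 76.2% among those with the longest, with the tested genes divided into 3 equal parts, so length as the whole source of the imbalance is argued against, although the share rose with length. The connective tissue and vessel lists were higher in MI4OE, with a median log2 fold change of 0.76 for fibroblast genes (10 of 10 higher) and 0.75 for endothelial genes (12 of 12 higher). When 326 calls that followed either score within groups were left out, 45.8% of the remaining 515 were higher. This decides nothing, because 316 of the 326 were higher, and of all 2437 tested genes past the correlation limit of 0.8, 84.9% were higher in MI4OE against 41.6% of the others. The removal therefore takes out higher genes whatever their source, and unequal connective tissue between pieces cannot be told apart from a difference between the genotypes.

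Slow-fibre genes rose and fell together within groups. The first component took 95.6% of their deviations from the group means, and 1.25% of 10000 random lists matched on expression reached as much. Unequal amounts of slow-fibre tissue in the sampled pieces may account for the higher slow-fibre list, but a fibre type programme that varies between animals would give the same value and stays open. For the adipocyte list the first component took 72.8%, against a median of 72.5% in random lists, so this test did not show a shared adipose content. The list holds genes that muscle also expresses, such as Lpl and Pnpla2, and the explanation cannot be told apart from a difference between the genotypes.

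For Ppp1r3c, adipocyte RNA was argued against as the source of the higher level in MI4KO. The excess of Adipoq in MI4KO was 5.72% of that of Ppp1r3c, and those of Cfd and Fabp4 were 19.9% and 15.4%. Scd1 and Car3, which muscle also expresses, had larger excesses than Ppp1r3c. Within groups, Ppp1r3c followed the glucocorticoid and fasting response score with Pearson's r = 0.81 (exact permutation p = 0.278, adjusted 0.278) and Spearman's rho = 0.60 (exact permutation p = 0.444, adjusted 0.444) over 6 libraries. Random lists reached 0.93 at their 95th percentile, and r was -0.57 without MI4KO replicates 1 and 3, so the relation rests on those libraries. With the slow-fibre score r was -0.51 (exact permutation p = 0.139, adjusted 0.278) and rho -0.60 (exact permutation p = 0.25, adjusted 0.444), and r was -0.67 without MI4OE replicates 1 and 2. With the adipocyte score r was -0.82 (exact permutation p = 0.25, adjusted 0.278) and rho -0.60 (exact permutation p = 0.361, adjusted 0.444), and r was 0.50 without MI4KO replicates 1 and 3. These 3 relations were one family. The glucocorticoid state and slow-fibre tissue cannot be told apart from the genotype with so few libraries, so an effect of IRF4 stays open in these data. The study examined that effect in other samples by qPCR and western blot. It reported more Ppp1r3c mRNA and PTG protein in MI4KO than in flox muscle, and less of both in MI4OE than in wild-type muscle.

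Genes beside the modified loci were examined for carried-over sequence. Both groups were bred with the same Myl1-cre line, so sequence carried over beside Myl1 predicts no difference between them unless it was retained unequally, and the Myl1 window bears little on it. Among the 40 nearest tested genes, 6 had an unadjusted p under 0.05 around Myl1, 3 around Irf4 and 5 around Gt(ROSA)26Sor, where the 95th percentile of all windows was 6. No window exceeded it. Lancl1, the nearest neighbour of Myl1, had a log2 fold change of -1.04 (adjusted p 0.298), and Setd5, the nearest neighbour of Gt(ROSA)26Sor, had 1.09 (adjusted p 0.433). Both passed the threshold in 2 of 16 alternatives, DESeq2 (9.7e-05 and 0.0093) and the exact test (0.0072 and 0.0126), and their adjusted p reached 0.912 in another. Thumpd3, next to it, had -0.48 (adjusted p 0.663). An effect on a single neighbour cannot be told apart from chance by a count over 40 genes.

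Other tissue checks gave a median log2 fold change of 0.95 for erythrocyte genes (4 tested), -0.22 for macrophage genes (12 tested), 0.85 for Schwann cell genes (12 tested), -2.52 for hepatocyte genes (4 tested), 0.32 for denervation genes (10 tested) and -0.78 for the glucocorticoid and fasting response genes (20 tested). Adjusted over the list alone, 11 adipocyte, 8 fibroblast, 7 glucocorticoid and fasting response, 1 erythrocyte and 1 denervation genes passed, and 0 genes of the 14 lists passed over all genes tested. Adjusted over the 14 lists, the lowest fry p was 0.158. Alb reached 29.5 CPM in MI4KO replicate 3 and at most 2.73 CPM in the other libraries. Ucp1 reached 71.0 CPM in MI4KO replicate 2 and at most 0.148 CPM in the others. Hist1h2bl, a histone gene with near-identical copies and therefore uncertain, was at 2.09, 3.76 and 5.47 CPM in MI4KO and at 0.0492, 0 and 0 CPM in MI4OE, with an adjusted p of 0.0545. It passed the threshold in 7 of 16 alternatives, and its adjusted p ran from 1.4e-15 to 0.386 over them.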
